# Revealing Pathways Associated with Feed Efficiency and Meat Quality Traits in Slow-Growing Chickens

**DOI:** 10.3390/ani11102977

**Published:** 2021-10-15

**Authors:** Chotima Poompramun, Christelle Hennequet-Antier, Kanjana Thumanu, Panpradub Sinpru, Saknarin Pengsanthia, Wittawat Molee, Amonrat Molee, Elisabeth Le Bihan-Duval, Amélie Juanchich

**Keywords:** Korat chicken, feed efficiency, meat quality, slow-growing chicken, transcriptome

## Abstract

**Simple Summary:**

Korat is a new chicken breed with high-protein meat, low fat, and low purine content. However, the effects of improving the breed’s feed efficiency, which would enhance production, on meat quality are unknown. Hence, understanding the genetic architecture underlying feed efficiency and meat quality traits in chicken offers new opportunities toward genetic improvement. Through a weighted gene co-expression network analysis on Korat chickens, the presented results provide new information on the molecular pathways that play important roles in FE and meat quality that could help achieve the optimum feed efficiency while maintaining meat quality in Korat chickens.

**Abstract:**

Here, molecular pathways and genes involved in the feed efficiency (FE) and thigh-meat quality of slow-growing Korat chickens were investigated. Individual feed intake values and body weights were collected weekly to the calculate feed conversion ratios (FCR) and residual feed intake. The biochemical composition and meat quality parameters were also measured. On the basis of extreme FCR values at 10 weeks of age, 9 and 12 birds from the high and the low FCR groups, respectively, were selected, and their transcriptomes were investigated using the 8 × 60 K Agilent chicken microarray. A weighted gene co-expression network analysis was performed to determine the correlations between co-expressed gene modules and FE, thigh-meat quality, or both. Groups of birds with different FE values also had different nucleotide, lipid, and protein contents in their thigh muscles. In total, 38 modules of co-expressed genes were identified, and 12 were correlated with FE and some meat quality traits. A functional analysis highlighted several enriched functions, such as biological processes, metabolic processes, nucleotide metabolism, and immune responses. Several molecular factors were involved in the interactions between FE and meat quality, including the assembly competence domain, baculoviral IAP repeat containing 5, cytochrome c oxidase assembly factor 3, and myosin light chain 9 genes.

## 1. Introduction

Poultry breeding has favored high-performance animals, but it also demands quality food resources and optimal environmental conditions. Feed efficiency (FE) is an important parameter in poultry breeding that may be assessed by the feed conversion ratio (FCR) or residual feed intake (RFI) [1,2]. The former is defined as the feed intake per unit of body weight gain, and the latter is defined as the difference between observed and predicted feed consumption. Because FE is heritable, it may be efficiently selected in meat-type chickens [3,4]. These criteria have improved over the years in fast-growing production systems through targeted selection and a reduction in slaughter age [5]. Nevertheless, FE needs to be improved in slow-growing production systems where the costs remain high. The contexts for genetic improvement between fast- and slow-growing chickens are quite different. Additionally, slow-growing chickens are meant for a high-quality market; therefore, there are high meat quality standards. A good compromise between FE and meat quality is a requirement for slow-growing chickens.

Korat (KR) is a new alternative meat-type chicken. It is a crossbreed of the Thai indigenous Leung Hang Khao chicken and a Suranaree University of Technology synthetic line. It was established for developing “Small and Micro Community Enterprise Production” to promote farming, ensure food security in communities, and preserve indigenous chicken breeds. Slow-growing KR chickens are usually slaughtered at 10 weeks of age and are consumed grilled. The meat is recognized for its high protein, low fat, and low purine content [6]. However, the low FE of KR chickens results in high production costs and a lack of competitiveness, especially when the poultry industry is confronted with variations in feed costs [7,8]. Therefore, the genetic improvement of KR chickens to increase FE is necessary. However, this change must not negatively affect the meat quality, which is the outstanding characteristic of the breed.

A breed’s FE results from the feed’s digestive and absorptive capacities as well as the metabolic use of nutrients. Several genomics studies have attempted to identify the genes or metabolic pathways involved in FE at the molecular level [9,10], the digestive tissue level, such as the intestines [11], and the effector tissue level, such as the liver [12], breast muscle [13], or fat tissue [14]. Recently, the interaction between FE and breast muscle metabolism has been investigated to better understand the mechanisms that determine the greater sensitivity of high-FE chickens to muscle defects, such as the Wooden Breast [15]. Some pathways are involved in both FE and breast muscle metabolism in meat-type chickens, such as those related to energy metabolism (i.e., the carboxylic acid metabolic process, nuclear factor- nuclear factor erythroid 2-related factor 2-mediated oxidative stress response, metabolic and biosynthetic processes, and lipid synthesis), immune processes, and transporter activities [12,14,16,17] in both FE and muscle metabolism. Additionally, a study by Yang et al. [18] revealed the importance of seven genes and three pathways related to inflammatory response, immune response, and mitochondrial function. These pathways may influence FE through reactive oxygen species production and inflammatory responses in breast muscles.

Leg muscles (thigh and drumstick), however, are preferred to breast muscles in East Asia, Mexico, India, Russia, and Morocco [19], and information is lacking on the relationship between FE and the meat quality parameters of thigh muscles in slow-growing chicken lines. Leg muscle development is related to the insulin signaling pathway, adipocytokine signaling pathway, extracellular matrix–receptor interactions, focal adhesion, and the tight junction regulation of the actin cytoskeleton [20,21]. Additionally, Ouyang et al. [22] reported the involvement of different pathways using proteomic studies of muscle contraction and oxidative phosphorylation during embryonic development in chickens. This indicated that common pathways might be important for thigh muscle development along with FE pathways, such as those for metabolic and biosynthetic processes and energy metabolism. Thus, improving the FE might affect gene expression in the thigh muscles. Furthermore, parameters, such as texture and flavor, which are important indicators of quality may be influenced by the physicochemical characteristics of the meat (such as ultimate pH) as well as its chemical composition in the lipid, fat, and nucleotide contents in particular [23]. Therefore, balancing the parameters related to FE and meat quality is needed to improve FE without degrading the meat quality.

Currently, no direct link between FE- and the thigh-meat quality-related pathways has been documented. Therefore, the aim of this study was to investigate the genes and molecular pathways involved in the FE and thigh-meat quality of slow-growing KR chickens. The results provide new information on the molecular pathways that play important roles in FE and meat quality traits in slow-growing chickens.

## 2. Materials and Methods

### 2.1. Ethics Statement and Experimental Chickens

This experiment was performed at the Suranaree University of Technology. The experimental use of chickens was reviewed and approved by the Ethics Committee on Animal Use of the Suranaree University of Technology, Nakhon Ratchasima, Thailand. The document ID is U1-02631-2559.

At hatching, 75 male slow-growing KR chickens were wing-banded and vaccinated against Marek’s disease. Thereafter, they were vaccinated according to the recommendation of the Department of Livestock Development, Thailand. Individual cages (63 cm × 125 cm × 63 cm) with the floors covered in rice hulls were used to raise the chickens individually. They were fed ad libitum using starter (21% protein), grower (19% protein), and finisher (17% protein) diets at 0–3, 4–6, and 7–10 weeks of age, respectively. A nipple automatic watering system was individually installed in each cage, and water was freely available to the birds.

### 2.2. Calculation of FCR and RFI

#### FCR Calculation

FCR, which represents the Feed Conversion Ratio, is a ratio measuring the efficiency with which the bodies of livestock convert animal feed into weight gain.

The FCR for each individual was therefore estimated based on the ratio between weight gain and feed consumption.

RFI calculation:

The residual feed intake (RFI) during week *j* was first calculated weekly as follows:

*RESj* = Total feed intake for week *j* (g) − (*b_0_* + *b_1_ MMW_j_* + *b_2_ BWG_j_*) (1)

where *BWG_j_* represents the body weight gain between weeks *j* and *j −* 1 (g), *MMW_j_* represents the metabolic weight estimated from the mean body weights at weeks *j* and *j −* 1 (i.e., ${\left(\frac{BW_{j}+BW_{j-1}}{2}\right)}^{0.75}$), *b_0_* represents the intercept, and *b_1_* and *b_2_* represent the partial regression coefficients. Then, we considered the cumulative RFI from hatching to week *j* (*RFIj*) as $RFIj=\sum_{i=1}^{j}RESi$.

At 10 weeks of age, the average FCR (±SD) of the population was 2.62 (±0.35). On the basis of the FCR at 10 weeks, two groups of birds, 9 with high FCR values (HFCR; FCR from 2.99 to 3.21, average body weight 1306.67 g) and 12 with low FCR values (LFCR; FCR from 1.83 to 2.26, average body weight 1594.55 g) were selected for further molecular analyses.

Birds were slaughtered at 10 weeks of age. They were stunned by electricity, bled, scalded at 60 °C, and de-feathered. Then, the carcasses were washed and put in a cold room (4 °C). A piece of thigh muscle was immediately frozen in liquid nitrogen and was stored at −80 °C before RNA extraction. The remaining part of the thigh muscle was used to measure meat quality parameters.

### 2.3. Meat Quality Measurements

The ultimate pH was measured 24 h postmortem by directly inserting the probe of a portable pH-meter (pHCore-kit, Satorius Lab Instruments GmbH, Goettingen, Germany) into the thigh muscle after it was calibrated using buffers (pH 4.01 and 7.00) at room temperature, in accordance with recommendations.

Samples that weighed approximately 4–5 g and that were approximately 1.0 × 2.0 × 0.5 cm (width, length, and height, respectively) were wrapped in absorptive pads, placed in polyethylene bags, stored for 24 h at 4 °C, and weighed again to calculate the percentage of drip loss (DL).

The water-holding capacity (WHC) index of the meat samples was determined using a method based on that of Sakata et al. [24]. Thigh muscle samples were chopped (approximately 5 g) and weighed. Samples were placed on a nylon net and were wrapped with three pieces of filter paper (Whatman No. 4; Whatman Inc., Clifton, NJ, USA). Wrapped samples were centrifuged at 3000× *g* for 20 min (Thermo Fisher Scientific, Langenselbold, Germany) to calculate the WHC.

### 2.4. Nucleotide Content Analysis

The nucleotide contents of the thighs were individually measured in accordance with the method described by Jayasena et al. [25]. Individual thigh muscle (5 g) samples were mixed with 30 mL of 0.75 M perchloric acid, homogenized for 30 s, and centrifuged at 2000× *g* (Thermo Fisher Scientific) at 4 °C for 5 min to extract nucleic acids, which were then passed through a filter paper (No.1, Whatman International Ltd.). The filtrate (5 mL) was analyzed using HPLC (HP 1260, Agilent Technologies, Santa Clara, CA, USA). The peaks of the individual nucleotides were identified using the retention times of standards of hypoxanthine, inosine, inosine-5′-monophosphate (IMP), and adenosine-5′-monophosphate (AMP) (Sigma-Aldrich Co., St. Louis, MO, USA), and the concentrations were calculated using the area under each peak.

### 2.5. Fourier-Transform Infrared Spectroscopy (FTIR) Analysis

Fourier Transform Infrared (FTIR) was applied in this study since the technique is a highly sensitive technique that can detect very small changes in the content of the biomolecule, so we expected any minor differences that may occur in the LFCR and HFCR of the chicken samples would be detected using this method. We anticipated that the used of this method would reveal any changes in the key biomolecules of the thigh muscle that were associated with different levels of FCR.

Thigh samples were chopped and spread on aluminum foil boxes. Samples were frozen at −80 °C for 24 h and were dehydrated for 24 h in a laboratory freeze-dryer. Freeze-dried thigh samples were ground into powders.

Changes in the biomolecules profiles of the thigh samples were determined using attenuated total reflectance (ATR)-FTIR spectroscopy with a single reflection ATR sampling module coupled with a DTGS detector over the 4000–400 cm^−1^ measurement range. The measurements were performed with a spectral resolution of 4 cm^−1^ with 64 scans co-added (Bruker Optics Ltd., Ettlingen, Germany). The peak areas of integration were determined using OPUS7.2 software (Bruker Optics Ltd.). The integral areas at 3000–2800 cm^−1^, 1743 cm^−1^, 1700–1600 cm^−1^, 1600–1500 cm^−1^, 1450 and 1380 cm^−1^, 1338 cm^−1^, and 1250–900 cm^−1^ in the IR region reflect the lipid and ester carbonyl of the phospholipids, amide I, amide II, CH bending, amide III, and carbohydrates and glycogen, respectively. A spectrum from each sample group was subjected to a principal component analysis.

#### Pre-Processing of FTIR Data

In the biomolecules functional group analysis, the FTIR raw spectra of LFCR and HFCR (LFCR vs. HFCR and LRFI vs. HRFI) were measured. The data from each group consisted of 45 spectra, including technical replicates. These were reduced to three spectra per group by averaging them over the technical replicates. Spectral data were normalized, and then the integrated area for each functional group, such as C-H stretching (lipid), >C=O stretching (ester carbonyl of phospholipids), C=O stretching (amide I), C-N stretching + N-H bending coupled out of face (amide II), C-N stretching + N-H bending coupled in of face (amide III), and C-O-C, C-O dominated by ring vibrations of carbohydrates C-O-P, and P-O-P (carbohydrate and glycogen), was determined.

### 2.6. Statistical Analysis of Meat Quality Parameters

Chickens with the 9 highest and 12 lowest FE values at 10 weeks of age were selected as the LFCR and HFCR and LRFI and HRFI groups, respectively. The means of the FCR and RFI groups were analyzed using Student’s *t*-tests. The results were interpreted as statistically significant at a 5% probability level.

### 2.7. Isolation of Total RNA

Total RNA from the thigh muscles was extracted using TRIzol reagent (Invitrogen, San Diego, CA, USA). Briefly, after being mixed with TRIzol, each thigh muscle sample was transferred into a 1.5-mL microtube containing chloroform and was incubated for 5 min. Samples were centrifuged at 10,000× *g* (Thermo Fisher Scientific, Waltham, MA, USA) at 4 °C for 10 min. The pellet was precipitated using isopropanol and was washed with 75% ethanol. Each pellet was dried at 25 °C for 5 min. Then, the RNA pellet was re-suspended in 20 µL nuclease-free water.

The quality of the total RNA was assessed using a NanoDrop ND-1000 spectophotometer (Thermo Fisher Scientific, Waltham, MA, USA). The 260:280 and 260:230 ratios of all of the samples were greater than 2.0. RNA integrity numbers were assessed using RNA 6000 Nano chips (Agilent Technologies), and all of the values were greater than 8.0.

### 2.8. Microarray Analyses

Microarray analyses were performed using an 8 × 60 K Agilent Technologies array (Palo Alto, CA, USA) that contains 62,976 corresponding original probes from Platform GPL20588 at the U. S. National Center for Biotechnology Information Gene Expression Omnibus microarray database. The labeling, microarray processing, and hybridization control steps as well as the other internal control steps were performed using the @BRIDGe platform (INRA, UMR GABI, Jouy-en-Josas, France). Cyanine-3 (Cy3)-labeled cRNAs were prepared using 200 ng of total RNA and a One-Color Low Input Quick Amp labeling kit (Agilent Technologies) following the recommended protocol. For each sample, 600 ng of Cy3-labeled cRNA (specific activity > 6.0 pmol Cy3/µg of cRNA) was fragmented at 60 °C for 30 min in a reaction volume of 25 µL containing 25× Agilent Fragmentation Buffer and 10× Agilent Blocking Agent in accordance with the manufacturer’s instructions. Subsequently, 25 µL of 2× Agilent Hybridization Buffer was added to the fragmentation mixture and was hybridized to the SuperPrint G3 Custom GE 8 × 60 K (Agilent Technology, design ID: G4102A) for 17 h at 65 °C in a rotating Agilent hybridization oven (Agilent Technologies). The microarray data were submitted to the Gene Expression Omnibus microarray database under the number GSE162848.

External quality control was conducted using a principal component analysis, and pairwise correlations between arrays were determined using Pearson’s correlation coefficients. Samples and hybridizations were considered of good quality.

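The hybridizations covered 24 arrays, 1 bird on each, of which Figure 1 shows 21 (9 HFCR and 12 LFCR birds). The paper gives no reason for leaving out the other 3, which are HFCR replicates 4, 6 and 8. On the 21 arrays, between 61.2% and 74.8% of the probes of an array were called well above background by the scanner software, with a mean of 68.7% ± 3.28 (SD, n = 9) in HFCR and 69.5% ± 4.04 (SD, n = 12) in LFCR, a difference within the spread between arrays (two-sided exact permutation test, p = 0.607). The shares were 75.4% on HFCR 4, 70.3% on HFCR 6 and 73.8% on HFCR 8, and no probe was saturated on any of the 24 arrays. Pearson’s correlation between 2 arrays, computed across gene means and therefore not over independent replicates, lay between 0.860 and 0.979 in the 210 pairs, with a median of 0.936. The median was 0.935 for pairs of the same FCR group and 0.936 for pairs of different groups, and 0.937 for pairs on the same slide and 0.935 for pairs on different slides. The mean correlation of an array with the rest of the 21 arrays lay between 0.904 (LFCR 1) and 0.945 (HFCR 10), and the arrays left out fell in this range, at 0.928 for HFCR 4, 0.938 for HFCR 6 and 0.932 for HFCR 8. With all 24 arrays, the 276 pairs had the same lowest and highest values and a median of 0.936. In a principal component analysis of the 21 arrays, the first 3 components held 28.2%, 18.8% and 10.3% of the variance. The slide accounted for at most 10.2% of the variance of any of the first 5 components (permutation tests, p adjusted over the 5 components of 0.849 for each). The FCR group accounted for 30.5% of the variance of the third component (adjusted p = 0.0119, permutation test) and 25.9% of that of the fifth (adjusted p = 0.0399), and for no detectable share of the other 3.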

### 2.9. Re-Annotation of the Microarray Chip on the Galgal5 Chicken Genome

The microarray chip was re-annotated to the chicken genome, Galgal5 version. The transcriptome alignment on the Galgal5 chicken assembly (EntrezGene database) of the probes deposited on the chip was conducted using the blastn algorithm, which is available in the BLAST + suite (ncbi-blast-2.6.0+), on the cluster obtained from the Genotoul bioinfo platform (http://bioinfo.genotoul.fr/, accessed on 11 October 2021). Probes with hybridization tolerances of two mismatches and a single probe-associated gene were considered correctly annotated and were kept for further analyses.

### 2.10. Differential Expression Analysis

The R/Bioconductor package Limma version 3.36.3 [26] was used to identify the probes that were differentially expressed between the high- and low-FCR chickens. The fluorescence signals of the 41,350 expressed probes were log2 transformed and were then normalized using the median of each array. The differences in the expression between the high- and low-FCR groups were tested using a moderated-statistic in the linear model for each probe. For multiple testing, *p*-values were adjusted using the Benjamini–Hochberg method to control the false discovery rate. Differences in the expression levels between high- and low-FCR chickens were computed as the log2 transformations of the fold-changes. Probes with adjusted *p*-values ≤ 0.05 were considered as differentially expressed between high- and low-FCR chickens. Then, the expression levels of differentially expressed probes were averaged by gene.

In total, 50 genes with the lowest raw *p*-values among 11,829 expressed genes were selected. The scaled expression levels of these genes were visualized in a cluster heatmap to identify clusters of genes and clusters of samples with similar profiles. A gradient color from green, which corresponded to the lowest expression, to red, which corresponded to the highest expression, was used in the heatmap. Hierarchical clustering of the scaled gene expression levels of top genes was based on the Pearson’s correlation distance and a Ward aggregation criterion.

### 2.11. Co-Expression Network Analysis

To study the correlations between gene expression levels and quantitative phenotypes as a complementary approach to the differential analysis, we applied a co-expression analysis using the R package weighted correlation network analysis (WGCNA) [27].

Briefly, in the first step, the WGCNA package constructs the network of co-expressed genes by creating an adjacency matrix that groups correlated genes into modules based on the pairwise correlations that are calculated using the Pearson correlation. To keep the network consistent with scale-free topology, the pickSoftThreshold function is used to analyze the network topology and to choose an appropriate softthresholding power value (β) to build the network and to allow the mean connectivity of all of the genes in the module to be evaluated.

Network construction was performed using an expression matrix that was constructed using 21 samples and 11,829 expressed and annotated genes. The unsigned connected network was built using the adjacency matrix between genes. 

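The scale-free topology index (R²) measures how closely the numbers of neighbors of the genes follow a power law. Over the 10568 genes with a value on each of the 21 arrays, the index was 0.761 at a power of 6 and 0.796 at a power of 7. A power of 8, at which it was 0.814, was the lowest to reach 0.80. At a power of 9 the index was 0.830, the slope of the fitted line was -1.98 and the mean connectivity was 37.0, and at a power of 12 the index rose to 0.873 while the mean connectivity fell to 15.2. These values describe 1 network over all arrays and carry no replicate error.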

From the gene expression matrix, pairwise Pearson correlations between genes were computed and were raised to a selected power of β = 9 using the pickSoftThreshold function to reach a scale-free topology index (R²) of at least 0.80, which fits our data the best. The adjacency matrix was organized into a topological overlap measure matrix, which assesses the degree of shared neighbors between pairs of genes.

### 2.12. Module Identification

A hierarchical clustering of the genes based on the topological overlap dissimilarity measure and average link was performed followed by a modular height cut-off value for branches in the hierarchical tree using the cutreeDynamic function (deepSplit = 2, minClusterSize = 30) to detect modules of co-expressed genes. The eigengene, which was the first principal component of the module and represented the expression values, was calculated for each module. Modules with expression profiles that were very similar were merged (height cut-off of 0.15 in the dendrogram) because there was a good probability that the genes belonging to these modules were highly co-expressed.

### 2.13. Module-Trait Relationships

The eigengene module was used to detect biologically relevant modules. Module–trait relationships were estimated using Pearson’s correlations (*p* < 0.05) between the eigengene module and each trait of interest (FE and meat quality parameters). Genes for each module with high significance levels (≥0.6) and that corresponded to the absolute value of the correlation between gene expression and the trait of interest and high module membership values (≥0.7) corresponding to the absolute value of the correlation of the module eigengene and the gene expression profile were defined as hub genes.

### 2.14. Functional Gene Ontology (GO) Enrichment Analysis

All of the expressed genes on the chip were annotated using GO [28,29] for Biological Process categories in the NCBI EntrezGene database using orthologs. Functional enrichment tests were performed using the ViSEAGO R package [30], which is available at http://bioconductor.org/packages/ViSEAGO/, accessed on 11 October 2021. A functional enrichment, supported by GO terms, within each module of genes from the WGCNA analysis was determined using Fisher’s exact tests and the “classic” algorithm (*p* < 0.01), with all of the the expressed genes used as the background. Biological functions were explored using the concept of semantic similarity developed by Wang et al. [31].

## 3. Results and Discussion

### 3.1. Phenotypic Characterization of KR Chickens

Descriptive statistics for FE as well as meat composition and quality are reported in Table 1. As expected, when the chickens were separated into two groups based on FCR or RFI, FE significantly differed between the groups. Variations in FCR were associated with significant changes in the biochemical composition of the thigh meat, which showed an increase in the lipid and AMP contents in the LFCR birds but a decrease in protein (amide I). In contrast, no significant variations in the physicochemical characteristics (ultimate pH, WHC, and DL) or in the carbohydrate and glycogen contents were observed. Abasht et al. [15] highlighted metabolic differences in the breast muscle between fast-growing chickens with high and low FE values. They showed a downregulation of glycolytic metabolism and lower glycogen content in the high-FE birds, whereas lipid metabolism (including lipid uptake and cholesterol synthesis) was upregulated. Here, the increased lipid content in the thigh muscles of the LFCR chickens was consistent with the latter observation by Abasht et al. [15]; however, whether similar mechanisms are involved in the two types of muscles remains unknown. In contrast, we did not observe any impact on carbohydrate metabolism in the current study, which is most likely because breast and thigh muscles have different metabolic profiles (fully glycolytic or more oxidative) and perhaps because the birds used in the studies had different genetic backgrounds.

### 3.2. Differential Analysis of Gene Expression

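Total RNA from the thigh muscles of Korat chickens, a slow-growing Thai meat-type chicken, all labeled male, was labeled with Cy3 and hybridized to 1 array per bird at 10 weeks of age. HFCR birds need more feed per unit of weight gain, so that they are the less efficient group, and LFCR birds need less. The arrays lie on 3 slides of 8 arrays, with 4 HFCR and 4 LFCR birds on each. The labels of the arrays give 12 birds in each group. Of the 21 birds of Figure 1, 3 HFCR and 4 LFCR lie on the first slide, 2 HFCR and 4 LFCR on the second, and 4 HFCR and 4 LFCR on the third. The sources differ on the group sizes, since Figure 1 shows 9 HFCR and 12 LFCR birds, the design text deposited with the arrays gives 12 HFCR and 9 LFCR birds, while the methods give the sizes of Figure 1 where they describe the choice of birds for molecular analyses and name the LFCR group beside the number 9 where they describe the statistics. The groups were taken as Figure 1 and the array labels give them, and results are given over these 21 arrays and then over all 24. The median log2 signal of the expressed probes lay between 6.77 and 7.35 (median 6.97) on the 9 HFCR arrays and between 6.17 and 7.70 (median 7.02) on the 12 LFCR arrays, and it was 8.13 on HFCR 4, 7.32 on HFCR 6 and 6.75 on HFCR 8. The authors deposited the intensity of every spot as the Agilent Feature Extraction software gave it, with the background subtracted, and a table of processed values. On each array, that table equals the log2 of the median spot intensity, without background subtraction, minus 1 constant. It covers 39444 of the probes and has 29794 missing values. From the background-subtracted intensities, log2 values were set relative to the median of the expressed probes of each array. Of the 1479768 values of non-control spots, 1345 (0.0909%) marked as outliers were left out. Spots of the same probe were averaged, and then the expressed probes of the same gene. Of the 58697 probes, 35246 were given a gene name, 34055 of them through the RefSeq gene table. Log2 fold changes are HFCR minus LFCR, so that a positive value means a higher signal in HFCR. Because each array is set to its own median, a change of most genes in the same direction would not be seen in these values. The number of arrays limits the precision.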

To compare the gene expression profiles in the thigh muscles between the HFCR and LFCR groups, a custom Agilent chicken 8 × 60 K Gene Expression Microarray was used for transcriptomic analysis. Among the 61,657 probes spotted on the array, 58,697 (95%) were expressed. 

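The array holds 62976 spots, of which 1319 are controls, and the 61657 others carry 58697 different probe names. Because the paper’s text does not name the rule for calling a probe expressed, a probe was taken as expressed when it was well above background on a share of at least 0.5 of the arrays of either FCR group. By this rule, 41917 of the 58697 probes (71.4%) were expressed over the 21 arrays, and 27390 of these have a gene name and stand for 10571 genes. The count depended on the rule. A probe well above background on at least 1 of the 21 arrays was found in 49337 cases (84.1%, 11796 genes), and a probe well above background on all 21 arrays in 31284 cases (53.3%, 8727 genes). With HFCR 4, HFCR 6 and HFCR 8 added, the first rule gave 42222 probes (71.9%) and 10624 genes. The count has no replicate error of its own.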

Unfortunately, no genes were identified as being significantly differentially expressed between the two FCR groups. 

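With limma, none of the 41917 expressed probes reached an adjusted p of at most 0.05 between HFCR and LFCR over the 21 arrays (0 probes, lowest adjusted p = 0.121 after Benjamini–Hochberg adjustment). An unadjusted p under 0.05 was reached by 3727 probes (8.89%), 1796 of them higher and 1931 lower in HFCR. Over all 24 arrays the count of adjusted calls was also 0 (lowest adjusted p = 0.132), with 3070 probes at an unadjusted p under 0.05. When the expressed probes were averaged by gene before the test, 1032 of 10571 genes had an unadjusted p under 0.05 (508 higher and 524 lower in HFCR) and 2 genes, SYN2 and NUDT2, had an adjusted p of at most 0.05. SYN2, whose 3 probes (2 of them expressed) lie between 4912634 and 5008411 on chromosome 12 of galGal3, the genome build named in the array files, had a log2 signal relative to the array median of -1.62 ± 0.12 (SD, n = 9) in HFCR and -1.09 ± 0.13 (SD, n = 12) in LFCR. Its log2 fold change was -0.53 (standard error 0.09, limma adjusted p = 0.0474), and all 9 HFCR arrays lay below all 12 LFCR arrays (two-sided exact permutation test, p = 3.4e-06, the smallest that the 293930 splits allow). The difference was -0.55, -0.46 and -0.53 within the 3 slides. NUDT2, with 2 probes between 7108895 and 7109699 on chromosome Z, had a log2 signal of 0.91 ± 0.32 (SD, n = 9) in HFCR and -0.05 ± 0.40 (SD, n = 12) in LFCR, a log2 fold change of 0.96 (standard error 0.17, limma adjusted p = 0.0487, exact permutation p = 3.4e-06). Its differences within slides were 1.15, 1.03 and 0.84. The arrays that Figure 1 does not show had SYN2 signals of -1.51 (HFCR 4), -1.56 (HFCR 6) and -1.51 (HFCR 8), all below the LFCR arrays, and NUDT2 signals of 0.44, 0.56 and -0.38 in the same order. Over all 24 arrays, 868 genes had an unadjusted p under 0.05, the SYN2 fold change was -0.50 (limma adjusted p = 0.00844) and the NUDT2 fold change was 0.78 (limma adjusted p = 0.426), so that 1 gene was called. Both gene calls were sensitive to single arrays. With each of the 21 arrays left out in turn, SYN2 was called in 4 cases and NUDT2 in 3, and no gene was called in 16. With the slide as a block no gene was called (lowest limma adjusted p = 0.0635). Without LFCR 3 and LFCR 12, which have signal from the female W chromosome, the limma adjusted p of both genes was 0.135, and NUDT2 itself lies on chromosome Z. The counts moved most when the arrays were set to 7 spike-in controls in place of the array median, an alternative chosen after seeing the data, which called 17689 probes and 5493 genes (5491 of them higher in HFCR) and moved the median log2 fold change of all genes from 0.020 to 0.66. With limma array weights, 358 probes and 275 genes were called. Of the 8 genes that follow in the order of p (a single probe each for GNLY, LRG1, PERM1 and TGFBRAP1), GNLY, LRG1, NXNL1 and PERM1 were higher in HFCR, with log2 fold changes between 1.23 and 2.16, and PHF20, BMT2, RPS6KA6 and TGFBRAP1 were lower, with values between -0.52 and -0.39, each with a limma adjusted p of 0.200. These directions held over all 24 arrays, where PERM1 fell to 0.97. The PERM1 signal was -5.19 on HFCR 8, and its probe was well above background on 10 of the 12 LFCR arrays and on 2 of the 3 arrays that Figure 1 does not show. With the spike-in controls, SYN2 and the 4 other genes that were lower in HFCR turned higher.

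**Figure D1:**
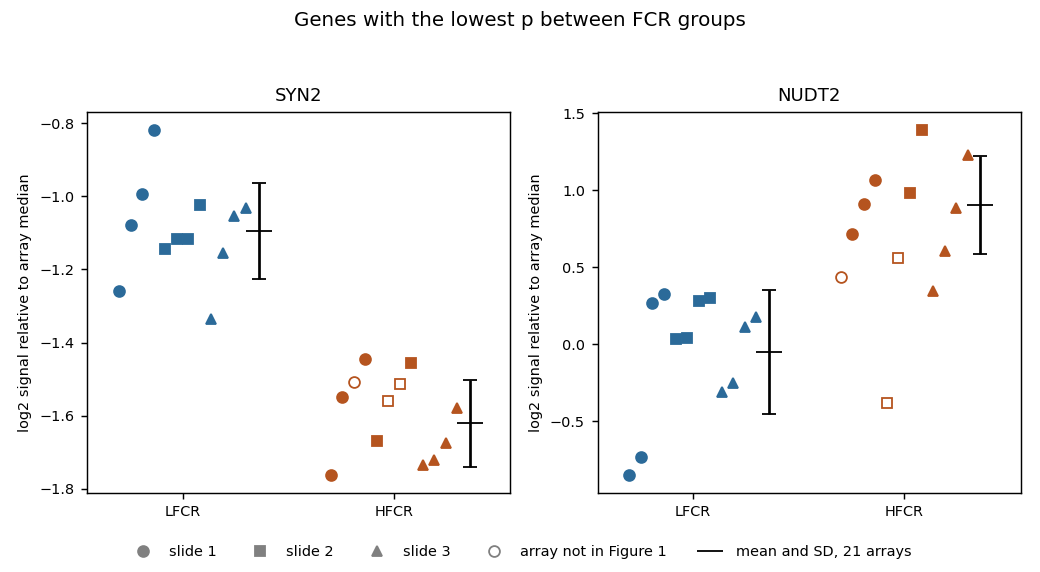
Log2 signal of SYN2 and NUDT2 relative to the array median (y axis) on each array of the LFCR and HFCR groups (x axis), ordered by value within a slide. Symbols give the slide, open symbols the 3 HFCR arrays that Figure 1 does not show, and the bar to the right of each group the mean and SD over the 21 arrays. The HFCR arrays lie below the LFCR arrays in SYN2, whose difference turned to 0.11 with the spike-in controls, and HFCR 8, at -0.38, lies among the LFCR arrays in NUDT2.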

The same result was found between the RFI groups. However, the cluster heatmap of the 50 genes with the lowest raw *p*-values in the differential analysis (Figure 1) suggested a gene signature that discriminated the high- and low-FCR groups. Therefore, a WGCNA was performed to establish gene modules with similar expression profiles and to determine their correlations with the quantitative traits related to FE and meat quality. 

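Of the 50 genes with the lowest unadjusted p over the 21 arrays, 25 were higher and 25 lower in HFCR. With scaled values, Pearson’s correlation distance and Ward’s criterion, the tree of arrays divided into 2 clusters, the first with the 9 HFCR arrays and the second with the 12 LFCR arrays, so that 21 of 21 arrays lay with their own group. Average linkage, which the legend of Figure 1 names, gave the same 2 clusters. When the genes were chosen with the slide as a block, 43 of the 50 genes were shared and 21 arrays again lay with their own group. With all 24 arrays, 24 of the 50 genes were shared with those chosen on the 21 arrays, and 23 of 24 arrays lay with their own group, the exception being HFCR 8. The mean of the 50 scaled genes, with the sign turned for genes lower in HFCR, was at least 0.48 (HFCR 11) on the HFCR arrays and lay between -1.11 (LFCR 11) and -0.16 (LFCR 8) on the LFCR arrays, against 0.40 for HFCR 4, 0.11 for HFCR 6 and -0.87 for HFCR 8. The genes were chosen on the same arrays that they separate. When each array was assigned with 50 genes chosen without it, 17 of the 21 arrays were assigned to their own group.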

For distinction, each module is represented by a specific color name.

### 3.3. WGCNA and Module Identification

A gene network approach using WGCNA analysis is effective in combining different high-throughput transcriptome profiling and feed efficiency, meat quality data to pinpoint key functional gene modules, and molecular signaling. The hierarchical clustering of 11,829 expressed and annotated genes revealed 52 distinct co-expression modules. Some modules that shared neighbors between pairs of genes were then grouped together. In total, 38 modules (representing 10,562 genes) were kept. 

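The network was rebuilt over 10568 genes on the 21 arrays, with a Python implementation of the steps of WGCNA and the settings given in the methods. It gave 59 modules before and 48 after the merging of similar modules, with 10291 genes in modules of 40 to 1413 genes and 277 genes in none. Quantile normalization between arrays moved this count most, to 76 modules before and 62 after merging. With all 24 arrays and 10621 genes, there were 47 modules before and 38 after merging, with 9796 genes in modules of 30 to 2333 genes and 825 genes in none. Over 6 alternatives and 1 chosen after seeing the data, the count after merging lay between 38 and 62. The unused arrays have no separate value here, since a module is defined over all arrays of a network. Module numbers given with these data run from 1 for the largest module to 48 for the smallest, because the color names of the paper belong to its own network.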

The remaining modules, which included 32 to 1886 genes, were investigated (Table 2).

### 3.4. Correlations between Phenotypic Data and Gene Modules in Thigh Muscle

Correlations between the 38 modules and recorded phenotypic traits, such as FE (FCR, and RFI), and meat quality traits, such as flavor, technological qualities, and biochemical compounds, are illustrated in Figure 2. 

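The FCR of each bird was not used here, so that the FCR group stands in for the trait. Of the 48 modules over the 21 arrays, 9 differed between HFCR and LFCR at an unadjusted p under 0.05 (two-sided exact permutation tests of the eigengene), and 1 remained after Benjamini–Hochberg adjustment over the 48 modules. This was module 48, of 40 genes led by the hemoglobin genes HBBA, HBE, HBA1 and HBAD and by RHAG. Its eigengene, the first principal component of the genes of a module, was 0.172 ± 0.220 (SD, n = 9) in HFCR and -0.129 ± 0.116 (SD, n = 12) in LFCR (exact permutation p = 0.000194, adjusted p = 0.00931). All 9 HFCR arrays lay above the LFCR median, and the difference was 0.0900, 0.558 and 0.287 within the 3 slides. Blood left in the samples may raise hemoglobin genes, which was not tested for this module. As many modules after adjustment were given by 7 of 100 random splits of the 21 arrays, the real one included. Chance is therefore not excluded for this count. Module 41 (65 genes, led by CD3D, RAC2 and IL2RG) stood at 0.147 ± 0.183 (SD, n = 9) in HFCR and -0.110 ± 0.188 (SD, n = 12) in LFCR (exact permutation p = 0.00226, adjusted p = 0.0543), with differences of 0.130, 0.0424 and 0.508 within slides. Module 12 (225 genes, led by DNAJB4) was lower in HFCR, at -0.148 ± 0.162 (SD, n = 9) against 0.111 ± 0.201 (SD, n = 12) in LFCR (exact permutation p = 0.00513, adjusted p = 0.0665). Module 17 (164 genes, led by WDR35 and DMRT1) had the same adjusted p, with 0.146 ± 0.0974 (SD, n = 9) in HFCR and -0.110 ± 0.231 (SD, n = 12) in LFCR. The other 5, module 16 (193 genes, led by PTPN22 and EVI2B), module 45 (47 genes, led by UQCRHL and NDUFA7), module 32 (92 genes), module 19 (130 genes, led by NDUFV1 and NDUFB8) and module 18 (137 genes), were higher in HFCR with adjusted p between 0.114 and 0.240. Within each slide, the direction of all 9 modules was the same as over the 21 arrays, but some of these differences were close to none. Module 16 differed by 0.00783 on the second slide and module 19 by 0.0119 on the first. Module 45 differed by 0.644 on the second slide, against 0.107 on the first and 0.0955 on the third. With slide means removed, 14 modules had an unadjusted p under 0.05 and 0 an adjusted p of at most 0.05. With a network over all 24 arrays, these counts were 6 and 0 (lowest adjusted p = 0.164), and HFCR 4, HFCR 6 and HFCR 8 have no eigengene value in the modules of the 21 arrays.

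**Figure D2:**
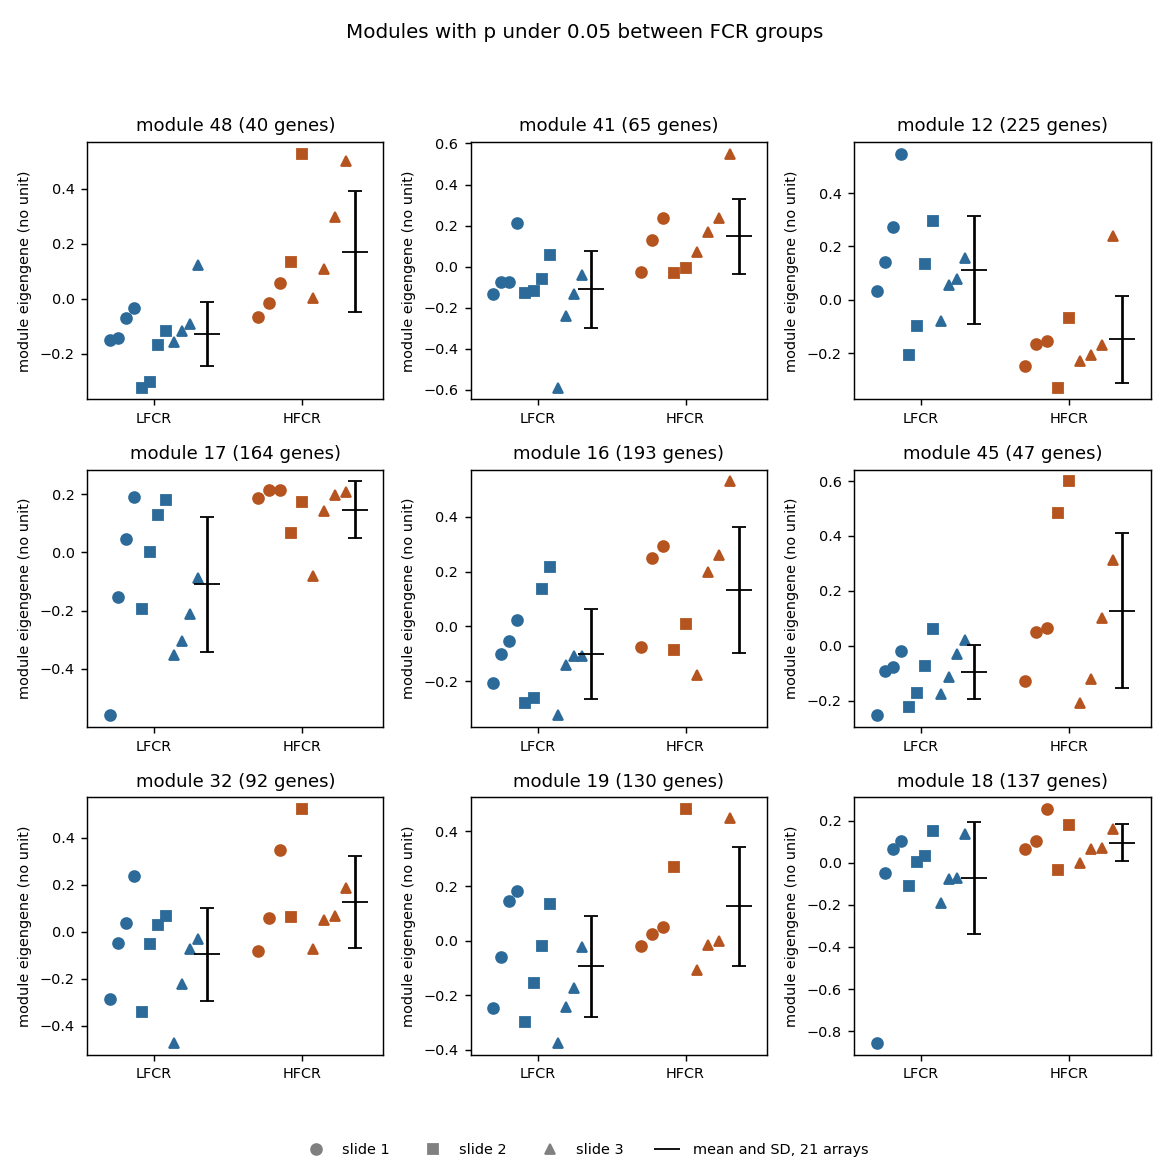
Eigengene (y axis, no unit) of the 9 modules with an unadjusted p under 0.05 on each of the 21 arrays of the LFCR and HFCR groups (x axis), ordered by value within a slide. Symbols give the slide, and the bar to the right of each group the mean and SD. Module 12 is lower in HFCR and the other 8 are higher.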

For FE, modules MEmagenta (*p* = 0.02) and MEthistle1 (*p* = 0.02) were significantly correlated with FCR. Additionally, the modules MElightcyan (*p* = 0.04), MEdarkmagenta (*p* = 0.006), MEgrey60 (*p* = 0.006), MEdarkslateblue (*p* = 0.05), and MEdarkolivegreen (*p* = 0.02) were significantly correlated with RFI. Moreover, the modules MEskyblue, MEsteelblue, MEmediumpurple3, MEthistle2, and MEred were correlated with FCR and/or RFI FE traits as well as with several meat quality parameters (WHC, DL, IMP, AMP, and inosine). Furthermore, 21 hub genes, which were highly correlated with traits (gene significance ≥ 0.6) and the eigengene module (module membership ≥ 0.7), were identified. Among the genes belonging to the MEmediumpurple3 module, four hub genes were identified: the assembly competence domain (*ACD*), baculoviral IAP repeat containing 5 (*BIRC5*), cytochrome c oxidase assembly factor 3 (*COA3*), and myosin light chain 9 (*MYL9*). These genes may be involved in FE and thigh-meat quality.

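The 4 genes were measured with 3 (ACD), 7 (BIRC5), 2 (COA3) and 3 (MYL9) expressed probes, with at least 1 probe of each gene well above background on each of the 24 arrays. In galGal3, the probes of ACD lie on chromosome 11 between 1032053 and 1036929, those of BIRC5 with a position on chromosome 3 between 16329457 and 16329913, those of COA3 on chromosome 27 between 4688730 and 4688798, and the only MYL9 probe with a position on chromosome 20 between 443612 and 443671. The array names the COA3 probes CCDC56, and they were taken as COA3 because both stand between RAMP2 and BECN1 in the gene order of the array files and of the RefSeq table. The array files describe probes named ACD as those of the adrenocortical dysplasia homolog, a telomere-binding protein. The paper, which used the same array, describes ACD as the assembly competence domain, a sequence within the myosin rod. The descriptions differ, and whether the paper’s ACD values came from these probes cannot be told from its text. ACD had a log2 signal relative to the array median of -0.53 ± 0.24 (SD, n = 9) in HFCR and -0.59 ± 0.15 (SD, n = 12) in LFCR, a log2 fold change of 0.06 (standard error 0.11, limma adjusted p = 0.930), and its 3 probes differed in direction, from -0.20 to 0.22. BIRC5 was at -0.85 ± 0.48 (SD, n = 9) in HFCR and -1.41 ± 0.66 (SD, n = 12) in LFCR, a fold change of 0.56 (standard error 0.25, limma adjusted p = 0.468, exact permutation p = 0.0448), with -0.05, 0.82 and 1.03 within the 3 slides. COA3 was at 4.92 ± 0.26 (SD, n = 9) in HFCR and 4.67 ± 0.34 (SD, n = 12) in LFCR (log2 fold change 0.25, limma adjusted p = 0.608). MYL9 was at 3.44 ± 0.37 (SD, n = 9) in HFCR and 3.11 ± 0.49 (SD, n = 12) in LFCR (log2 fold change 0.33, limma adjusted p = 0.623). The signals on HFCR 4, HFCR 6 and HFCR 8 were -0.61, -0.91 and -0.83 for ACD, -0.30, -0.24 and -0.93 for BIRC5, 5.32, 4.22 and 4.27 for COA3, and 3.77, 3.32 and 2.68 for MYL9. Over all 24 arrays the log2 fold changes were -0.00, 0.65, 0.17 and 0.29 in the same order, none with a limma adjusted p of at most 0.05, so that ACD has no direction that holds over both sets.
Across the 21 arrays, Pearson’s r of the 6 pairs of these genes lay between 0.479 (ACD and BIRC5) and 0.734 (COA3 and MYL9), and Spearman’s rho between 0.499 and 0.781. The permutation p, adjusted over the 6 pairs, was at most 0.0278 for r and at most 0.0225 for rho, with unadjusted p of at most 0.0278 and 0.0225. Without the 2 arrays farthest from the median of the gene named first, r was at least 0.551 in each pair. Within slides r was positive in each pair, from 0.194 (ACD and BIRC5, the second slide) to 0.896 (BIRC5 and COA3, the first slide). Over the 24 arrays, r fell to 0.271 for ACD and BIRC5 (permutation p = 0.202) and to 0.408 for BIRC5 and COA3 (adjusted permutation p = 0.0561), and the pair of ACD and BIRC5 reached -0.173 on the second slide. The mean r of the 6 pairs was 0.581 over the 21 arrays and lay between 0.544 and 0.649 with each array left out in turn. Because the paper chose these genes on the same arrays as hub genes of the same module, the correlations and their p are not independent evidence that they vary together. The mean r moved to 0.357 with the authors’ processed values and, the farthest, to 0.915 with the spike-in controls. In the network rebuilt here, ACD was in module 1, BIRC5 in module 30, COA3 in module 13 and MYL9 in module 22. The correlation with the FCR group, in place of the trait, was 0.170 for ACD, 0.443 for BIRC5, 0.391 for COA3 and 0.362 for MYL9, each under the limit of 0.6, and 92 genes of 17 modules passed both limits for hub genes.

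**Figure D3:**
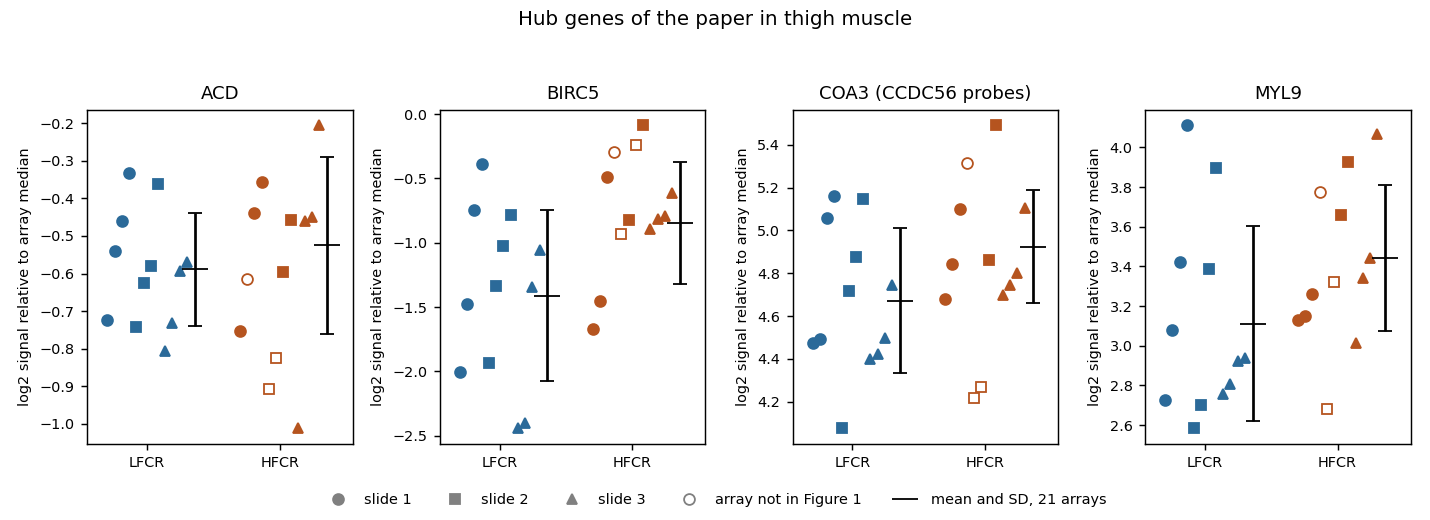
Log2 signal of ACD, BIRC5, COA3 and MYL9 relative to the array median (y axis) on each array of the LFCR and HFCR groups (x axis), ordered by value within a slide. Symbols give the slide, open symbols the 3 HFCR arrays that Figure 1 does not show, and the bar to the right of each group the mean and SD over the 21 arrays. In all 4 genes the arrays of the groups overlap.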

The *ACD* gene is a conserved 29 residue sequence at the C-terminus of the sarcomeric myosin rod domain (coiled-coil rod) that is required for the tails of myosin dimers to self-assemble into antiparallel arrays in the second step of myosin heavy chain type II’s assembly into filaments [32,33]. Ikebe et al. [34] reported that different *ACD* regions are important for the filament formation of smooth muscle and non-muscle myosin II. The *BIRC5* gene is a target gene of miR-133a (muscle-related miRNA in mammals), which is associated with skeletal muscle development in chicken breasts and thighs [35]. According to Zhu et al. [36], *BIRC5* expression is enriched during cell division, chromosomal segregation, and inflammatory responses in mice. Additionally, *BIRC5* might be critical in modulating the effects of microbiota on intestinal health. Neufert et al. [37] showed that *BIRC5* limits bacterial growth, thereby contributing to mucosal wound healing. The *COA3* gene encodes a mitochondrial membrane protein that is required for the negative feedback regulation of cytochrome c oxidase 1 (*COX1*) translation in mitochondria. Both COA1 and COA3 link with Shy1 to form an early assembly intermediate of *COX1* [38,39]. Additionally, the lack of *COA3* function traps Mss51 in the committed state and promotes *COX1* synthesis. In humans, *COA3* stabilizes *COX1* and supports its assembly with COX-partner subunits, and this is associated with mitochondrial diseases [40]. The *MYL9* gene encodes a regulatory light chain that is involved in the stabilization of myosin II and cellular integrity. It interacts with a variety of non-muscle types of myosin heavy chain type II [41]. In chickens, *MYL9* is associated with muscle-fiber development [42]. In mice, a *MYL9* gene knockout resulted in a gastrointestinal motility disorder [43]. Because of their functions, we hypothesized that these genes affect both FE and meat quality.

### 3.5. Functional Enrichment Significance of Network Modules 

Functional analyses of the modules correlated with either FCR only (MEmagenta and Methistle1), RFI only (Melightcyan, Medarkmagenta, Megrey60, Medarkslateblue, and Medarkolivegreen), or FCR, RFI, and meat quality parameters (MEskyblue, MEsteelblue, MEmediumpurple3, MEthistle2, and MEred) included 730, 775, and 316 genes, respectively, and highlighted 169, 61, and 61 enriched GO terms, respectively. Information on significant GO terms is reported in Supplementary files 1–3.

A summary of the numbers of genes and GO terms related to FE and thigh-meat quality is presented in Table 3. For FCR only, the enriched GO terms were related to the immune system (77 GO terms), cell activation (27), biological process (27), metabolic process (21), cell locomotion (12), tissue maintenance (3), and nucleotide metabolism (2). The GO terms related to RFI only were cell activation (17), nucleotide metabolism (17), immune system (7), biological process (5), transport process (4), organ development (4), skeletal organization (4), and metabolic process (3). Additionally, genes correlated with FCR, RFI, and meat quality were enriched in 61 GO terms, as follows: nucleotide metabolism (17), cell activation (17), immune system (7), biological process (5), organ development (4), transport process (4), skeletal muscle organization (4), and metabolic process (3).

The main aims of this study were to determine whether a change in FE impacted meat quality and to investigate any related molecular mechanisms. The study results indicated that FE did affect meat quality and, using a WGCNA and functional enrichment analysis, key molecular pathways related to the FE and meat quality (especially WHC, DL, IMP, AMP, and inosine) of thigh muscles of KR chickens were revealed. Alterations in the regulation of biological and metabolic processes (such as nucleotide metabolism, fatty acid metabolic process, and oxidative stress) may explain why genes related to metabolic processes, such as nucleotide metabolism, lipid uptake and transport, lipid catabolism, and cholesterol synthesis, were differentially expressed in breast muscles between high- and low-FE chickens [15]. Additionally, Petracci et al. [44] indicated that oxidative stress induces a change in connective tissue synthesis (collagen, proteoglycan, and glycosaminoglycan). Furthermore, Yang et al. [18] showed that low-RFI chickens synthesize ATP more efficiently and control reactive oxygen species production more strictly in breast muscles by enhancing the mitochondrial functions in skeletal muscles compared to in high-RFI chickens. Thus, a change in FE affects meat quality parameters through oxidative stress, nucleotide metabolic, and biological process pathways in both breast and thigh muscles. Interestingly, variations in FCR-affected pathways are related to immunity and adaptive immune responses, such as the regulation of leukocyte activation, lymphocyte activation, T-cell activation, and type I interferon production, whereas variations in RFI had greater impacts on nucleotide metabolism and cell activation (i.e., cellular protein-containing complex assembly and the regulation of cellular catabolic process). Thus, this study suggested that selection based on FE may also influence immune responses and flavor precursors in chickens.

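Supplementary file 1 lists 31 genes under 6 terms on leukocyte activation, lymphocyte activation, T cell activation and type I interferon production, and 28 of these genes were among the genes tested over the 21 arrays. In HFCR, 21 of the 28 were higher and 7 lower, with a median log2 fold change of 0.47 and a range from -0.52 to 1.22. The median lay between 0.40 and 0.59 with each array left out in turn. An unadjusted p under 0.05 in limma was reached by 17 genes. None had an adjusted p of at most 0.05, either adjusted over the list alone (0 genes, lowest adjusted p = 0.0584) or over all genes tested (0 genes), and since the terms were chosen on the same birds, the first count is not independent evidence. Of the 20 genes under lymphocyte activation, 14 were higher in HFCR and 4 passed when adjusted over the list alone, and so did 4 of the 7 genes under positive regulation of type I interferon production, but no gene did so with the slide as a block or over all 24 arrays. Over the 24 arrays, the median of the 28 genes was 0.40 and 7 had an unadjusted p under 0.05. The authors’ processed values moved the median most, to 0.34. The genes with the lowest p of each term were TNFSF13B (log2 fold change 1.02), ZAP70 (1.00), CD3E (0.82), BANK1 (1.22), IRF1 (0.73), IFIH1 (0.51) and PTPN22 (0.72), which were higher in HFCR, and NCK1 (-0.39), which was lower except with the spike-in controls, where it turned higher (0.25). Their limma adjusted p over all genes lay between 0.283 and 0.432. BANK1 was well above background on only 4 of the 12 LFCR arrays, against 8 of the 9 HFCR arrays, while TNFSF13B (at least 1 of its 3 probes) was so on 10 and ZAP70 on 11 of the 12 LFCR arrays. The difference between the groups varied between slides. ZAP70, for example, differed by 0.56, 0.48 and 1.75 within the 3 slides, and CD3E by 0.58, -0.17 and 1.63. On the arrays left out of Figure 1, the log2 signal of ZAP70 was -0.36 (HFCR 4), -3.84 (HFCR 6) and -1.85 (HFCR 8), against a mean of -0.97 ± 0.79 (SD, n = 9) in HFCR and -1.98 ± 0.82 (SD, n = 12) in LFCR. The paper proposes that the 50 genes of Figure 1 discriminate the groups and therefore turned to co-expression modules, and it states that the pathways affected by variations in FCR are related to immunity.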

## Figures and Tables

**Figure 1:**
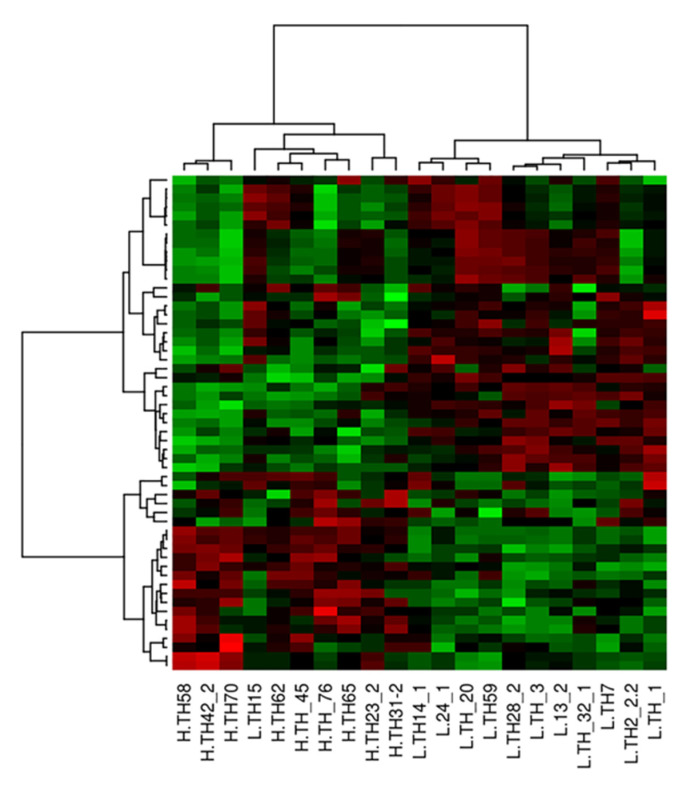
Hierarchical clustering of the top 50 genes (lowest *p*-values) between high- and low- feed conversion ratio (FCR) in Korat chickens. Samples are shown in columns, and genes are shown in rows. The scaled expression levels are depicted using a color gradient: upregulated and downregulated genes are shown in red and green, respectively. Genes and samples were grouped using hierarchical clustering analyses. The hierarchical clustering of the scaled gene expression matrix was based on Pearson’s correlations and average link aggregation distances.

**Figure 2:**
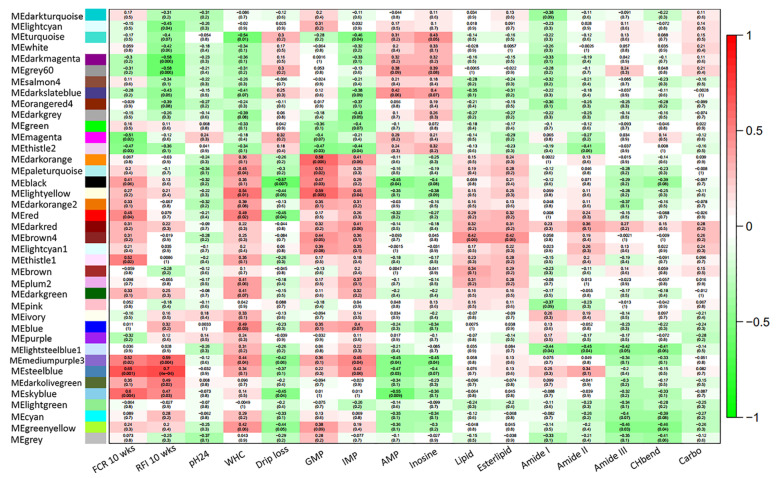
Correlations between modules and feed efficiency, meat quality traits, or both in the thigh muscles of Korat chickens. Each row corresponds to a module, and each column corresponds to a trait. Each cell contains the correlation coefficient and the *p*-value in the first and second lines, respectively. The table is color-coded by correlation in accordance with the legend. The module name is shown on the left side of each cell. FCR10 wks; feed conversion ratio at 10 weeks of age; RFI10 wks, residual feed intake at 10 weeks of age; WHC, water-holding capacity; GMP, guanosine monophosphate; IMP, inosine monophosphate; AMP, adenosine monophosphate; Esterlipid, ester carbonyl of phospholipids; CHbend, CH bending; and Carbo, carbohydrate and glycogen.

**Table 1:** Comparison of meat quality parameters in thigh muscles between low- and high-feed efficiency Korat chickens (means ± SE).

**Feed Efficiency Parameters**	**Groups**		***p*-Values**
	**Low**	**High**	
FCR	2.12 ± 0.39	3.07 ± 0.30	0.00 **
RFI	−588.22 ± 43.89	671.11 ± 36.16	0.00 **
**Meat quality parameters**	**Groups**		
	**LFCR**	**HFCR**	
Ultimate pH	6.06 ± 0.07	6.14 ± 0.10	0.50
WHC (%)	81.10 ± 1.11	83.45 ± 2.00	0.29
DL (%)	11.16 ± 1.24	8.30 ± 1.24	0.14
GMP (mg/g)	0.15 ± 0.01	0.14 ± 0.01	0.57
IMP (mg/g)	4.25 ± 0.33	4.57 ± 0.27	0.49
AMP (mg/g)	0.11 ± 0.01	0.08 ± 0.00	0.02 *
Inosine (mg/g)	0.50 ± 0.05	0.40 ± 0.03	0.13
Lipid (%)	22.02 ± 1.40	16.15 ± 1.29	0.02 *
Ester carbonyl of phospholipids (%)	6.13 ± 1.26	5.64 ± 1.22	0.78
Amide I (%)	22.16 ± 0.83	25.96 ± 1.19	0.03 *
Amide II (%)	17.18 ± 0.68	18.92 ± 0.55	0.07
CH bending (%)	16.36 ± 0.70	17.03 ± 0.70	0.51
Amide III (%)	0.56 ± 0.05	0.55 ± 0.04	0.91
Carbohydrate and glycogen (%)	15.28 ± 0.56	14.49 ± 0.59	0.35

* *p* ≤ 0.05 and ** *p* ≤ 0.01. Abbreviations: FCR, feed conversion ratio; RFI, residual feed intake; LFCR, low FCR; HFCR, high FCR; WHC, water-holding capacity; DL, drip loss; GMP, guanosine monophosphate; IMP, inosine monophosphate; AMP, adenosine monophosphate.

**Table 2:** Numbers of genes in modules from a weighted gene co-expression network analysis of Korat chickens.

Modules	Numbers of Genes	Modules	Numbers of Genes	Modules	Numbers of Genes
MEdarkturquoise	277	MEthistle2	53	MEpink	860
MElightcyan	164	MEdarkorange	122	MEivory	73
MEwhite	121	MEpaleturquoise	114	MEblue	907
MEdarkmagenta	289	MEblack	329	MEpurple	266
MEgrey60	152	MElightyellow	151	MElightsteelblue1	79
MEsalmon4	32	MEdarkorange2	66	MEmediumpurple3	82
MEdarkslateblue	58	MEred	340	MEsteelblue	116
MEorangered4	190	MEdarkred	148	MEdarkolivergreen	112
MEdarkgrey	718	MEbrown4	62	MEskyblue	118
MEgreen	681	MEplum2	166	MElightgreen	152
MEmagenta	289	MEdarkgreen	145	MEcyan	207
MEgreenyellow	238	MEgrey	1267	MEturquoise	1886
MElightcyan1	73	MEthistle1	48	MEbrown	855

**Table 3:** Summary of the numbers of genes and gene ontology (GO) terms involved in the feed efficiency and thigh-meat quality of Korat chickens.

Traits	Modules	Numbers of Genes	Numbers of Enriched GO Terms	Main Enriched GO Terms
FCR	MEmagenta, MEthistle1, MEthistle2, MEred	730	169	immune system, cell activation, biological process, metabolic process, cell locomotion, tissue maintenance, nucleotide metabolism
RFI	MElightcyan, MEdarkmagenta, MEgrey60, MEdarkslateblue, MEdarkolivegreen,	775	61	cell activation, nucleotide metabolism, immune system, biological process, transport process, organ development, skeletal organization, metabolic process
FCR, RFI and meat quality	MEskyblue, MEsteelblue, MEmediumpurple3	316	61	biological process, cell activation, immune response, metabolic process, nucleotide metabolism, organ development, skeletal muscle organization, transport process

Abbreviations: FCR, feed conversion ratio; RFI, residual feed intake.

## Data Availability

Raw sequence data are available from the NCBI (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE162848, accessed on 11 October 2021), accession number GSE162848.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ani11102977/s1, Table S1: co-expression gene network analyses reveal molecular mechanisms involved with FCR in thigh muscle in KR chicken, Table S2: co-expression gene network analyses reveal molecular mechanisms involved with RFI in thigh muscle in KR chicken, Table S3: co-expression gene network analyses reveal molecular mechanisms involved with feed efficiency and meat quality traits in thigh muscle in KR chicken.

How the deposited data were processed for this re-analysis (not part of the article)

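Gene expression was measured in the thigh muscle of 24 Korat chickens, all labeled male, 12 labeled HFCR and 12 labeled LFCR, with 1 one-color Agilent array per bird on 3 slides of 8 arrays. The 21 arrays of Figure 1 (9 HFCR and 12 LFCR) were analyzed first, and all 24 as an alternative. The group of each bird was taken from the array labels and Figure 1. The FCR of each bird, the RFI groups and the meat quality traits were not used here.

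The authors deposited the spot intensity values of each array as the Agilent Feature Extraction software wrote them, which include the mean and median pixel intensity, the local background, and a processed intensity from which the background was subtracted. They also deposited a table of log2 values. On each array the differences between that table and the log2 of the median pixel intensity are 1 constant, so that the deposited log2 values are not background-subtracted. No normalization between arrays had been applied to the spot intensities.

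From these files, the log2 of the processed intensity was computed, control spots and the values marked as outliers were left out, and the spots of each probe were averaged. A probe was taken as expressed when it was well above background on a share of at least 0.5 of the arrays of either group. The median over the expressed probes was subtracted on each array, following the methods, and the expressed probes of a gene were averaged. Gene names came from the array files and, where they matched, from the RefSeq gene table of a later assembly (GRCg7b), of which no position is given; positions are those of galGal3 in the array files. The share of probes well above background on each of the 24 arrays, 61.2% at the lowest, is the only depth that the arrays give, and their number limits the precision.

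Groups were compared with limma 3.58.1 in R 4.3.3, with Benjamini–Hochberg adjustment and a threshold of 0.05 on the adjusted p, and single values with two-sided exact permutation tests over all splits of the arrays. Correlations of genes, scores and components across the arrays were tested with 100000 permutations, and those between 2 arrays were not tested. The co-expression network was rebuilt in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3), because the WGCNA package was not used here, with an unsigned network, a power of 9, a deepSplit of 2, a minimum module size of 30 genes and a merging height of 0.15. The rule by which branches of the gene tree become modules was edited after a first result, of 61 modules before and 50 after merging, had been seen, and that first form is given as an alternative. Figures were drawn with matplotlib 3.10.9.

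The limma test was tested on simulated data of 10568 genes on 9 and 12 arrays with 200 changed genes. It called 74% of the genes changed by 1 log2 unit and 92% of those changed by 2 log2 units, 6.21% of its calls were false, and it called 0 genes in unchanged data. The simulated genes varied independently of each other, unlike co-expressed genes, so that these shares need not hold for the arrays. A random split of the 21 arrays into 9 and 12 called 967 genes. The network steps, tested on 10 simulated modules on 21 arrays, detected 10 modules. The profiles of these modules were drawn independently, so that the test does not cover modules with similar profiles.

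The genes named are the 4 hub genes of the paper, the 10 genes with the lowest unadjusted p, and for each immune term of Supplementary file 1 the 3 listed genes with the lowest unadjusted p. MPP1, SCNN1A, KLHL40, ZBTB20 and the genes leading a module are named in addition, after their values were seen. Supplementary files 1, 2 and 3 hold 168, 60 and 60 terms in the copies used, and no enrichment was tested on them. Lists of marker genes for slow fibers, fast fibers, adipocytes, erythrocytes, leukocytes, smooth muscle, the cell cycle, oxidative phosphorylation and the W chromosome were also scored.

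The tests of probes, genes, modules and hub genes between the FCR groups, the rule for named genes, the marker lists and the following alternatives were chosen before the data were examined: all 24 arrays, the slide or the replicate number as a block, other normalizations (75th percentile, quantile), normexp background correction with an offset of 50, the authors’ processed values, other filters on dim probes, limma array weights, the brightest probe of each gene, other powers, average linkage, and each array left out in turn. The spike-in normalization, the fiber score as a covariate, the first form of the module rule, and leaving out the arrays with W-linked signal were chosen after seeing the data. The counts of probes and genes without an alternative, of genes with array weights, the spike-in normalization or the fiber covariate, of modules, and of arrays that the 50 genes put with their own group were set beside those of 100 random splits of the 21 arrays into 9 and 12, the real one included. Counts under the other alternatives have no such splits.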

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

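The tests of the spike-in signal against brightness, slides and labeling batches, those of the second principal component against a probe motif and genomic DNA, and that of the first component against fiber genes were chosen only after the result was seen.

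The spike-in controls, RNAs meant to be added in the same amount to each sample before labeling, were not reported on in the paper, which does not describe how they were added. The mean log2 signal of the 7 that were used, of 10, was 10.92 ± 0.23 (SD, n = 9) in HFCR and 11.64 ± 0.20 (SD, n = 12) in LFCR, a difference of -0.73 (two-sided exact permutation p = 6.8e-06, adjusted over 5 measures 3.4e-05). Over all 24 arrays the difference was -0.83, with 9.59 on HFCR 4, 11.12 on HFCR 6 and 10.76 on HFCR 8. The groups overlap only in HFCR 7 (11.23) and LFCR 6 (11.21). Brightness of the whole array is argued against as the whole cause, since the array medians differ by -0.0861 (exact permutation p = 0.585). On the second slide, which holds 2 of the HFCR arrays, the medians differ by -0.45, so that there brightness may account for most of the difference. A difference between slides is argued against as well, because the difference within slides was -0.63, -0.55 and -0.90. A difference between labeling batches stays open, as do more messenger RNA per amount of total RNA in HFCR and other biological differences between the groups, since no labeling batch is given. The spike-in signal minus the array median differed by -0.64 (exact permutation p = 0.00154, adjusted over 5 measures 0.00385), with -0.57, -0.10 and -1.11 within slides. The design does not separate these explanations, so that they cannot be told apart. Of the spike-ins left out, a107 differed by -0.32 (exact permutation p = 0.621), with 0.156, -1.51 and -0.063 within slides. Its SD within groups was 1.47, against 0.191 to 0.243 for the 7 used. The others left out were dim, with mean log2 signals of 1.19 and 1.23 in HFCR and 1.11 and 1.14 in LFCR.

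All birds are labeled male, and the paper does not report on genes of the W chromosome, which only hens carry. The median log2 signal of 23 W-linked probes, relative to the array median, was 6.11 on LFCR 3 and 5.69 on LFCR 12. It lay between -3.82 and -0.895 on the other arrays. All 23 probes were well above background on LFCR 3 and LFCR 12. Between 11 (HFCR 11) and 20 (LFCR 10) were so on the other arrays, so that detection separates the arrays less than the signal does. The probes on chromosome Z, of which a hen has 1 copy, were dimmer on LFCR 3 and LFCR 12. Their medians were -0.455 and -0.327 over 1344 probes, against -0.0792 to 0.0749 on the other arrays. These values are consistent with hen RNA on both arrays, so that the sex label of these samples may be wrong. Whether the label of the FCR group is right cannot be read from them, and no biological explanation was tested.

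The spike-in a107, left out of the mean above, varied with the second principal component of the 21 arrays (Pearson’s r = 0.777, permutation p = 3e-05, Spearman’s rho = 0.831, permutation p = 2e-05; 1 relation tested). Without the 2 arrays farthest from its median r was 0.775, and within the 3 slides it was 0.911, 0.840 and 0.875. Since this RNA does not come from the bird, the component may be technical in part. The motif GACCCC, chosen on other probes, was found in 30 of the 400 probes that follow the component most (7.5%) and in 0.605% of 20485 others, a ratio of 12.4, against 0.940 to 1.71 in the 5 other tests, and motifs of other lengths had been looked at before. Its reverse complement was found in 0 of the 400 probes. This count does not decide on genomic DNA in the RNA, because DNA need not favor any motif, so that its share in the component cannot be told apart and stays open. Hybridization that depends on the motif is a candidate explanation for the probes that carry it, and for the other probes the question stays open. The FCR groups accounted for 0.521% of the variance of the component (permutation p = 0.752).

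In 48 sets of 9 HFCR values, the highest or lowest array was set against the rest by the gap to its nearest neighbor over the range. The ratio passed Dixon’s 95% critical value in 6 sets, and chance alone passes it in about 1 of 20. The slow fiber score (0.581) and the adipocyte score (0.525) were low on HFCR 2, at 0.39 and 0.13. HFCR 11 stood apart in the third principal component (0.707), in module 12 (0.539) and in module 17 (0.508), each time on the side of the LFCR arrays, and HFCR 9 in module 41 (0.540), where it had the highest eigengene, 0.549. For HFCR 2, a candidate explanation is the part of the thigh that was sampled, because the slow minus fast fiber score followed the first principal component (r = 0.969). For HFCR 11, probe motifs were tested on the third component, with ratios of 1.69 and 0.940, and no technical explanation was tested for modules 12, 17 and 41. A difference between birds stays open. The LFCR arrays were not screened in this way, although LFCR 1 lay far from the others in 2 measures. In module 18 its eigengene was -0.856, with LFCR 11 next at -0.190. In the third component it was at 77.6, with LFCR 10 next at 21.4.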

How the results depend on the processing

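The spike-in normalization, the fiber covariate, the first form of the module rule and the tests without the arrays with W-linked signal were chosen only after the result was seen.

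The number of expressed probes (31284 to 49337, or 53.3% to 84.1% of the probes), the separation by the 50 genes (21 of 21 arrays, or 23 of 24), the number of modules (38 to 62) and the median of the immune genes (0.34 to 0.48) stayed within 1.5 times the values reported under 3, 5, 7 and 4 alternatives.

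No probe was called in limma (3727 at an unadjusted p under 0.05), nor under 30 of 34 alternatives. Array weights called 358 probes, the spike-in normalization 17689 and the slow minus fast fiber score as a covariate 57. With each array left out in turn the count lay between 0 and 1, the call being that without LFCR 3. The cause was not tested.

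The 2 genes called in limma stayed 2 with the 75th percentile (share of higher genes at an unadjusted p under 0.05 56.8%, against 49.2%) and with quantile normalization, and these were the same genes. There was 1 with all 24 arrays and 1 with probes well above background on all 21 arrays, SYN2 both times. There were 4 with normexp background correction (PERM1, NUDT2, ZBTB20 and PHF20). There were 0 with the slide as a block (1054 genes at an unadjusted p under 0.05), 0 with the authors’ deposited table (899), 0 with no filter on dim probes (1030), 0 with the brightest probe of each gene (1019) and 0 with the 2 arrays with W-linked signal left out (975). Array weights called 275 genes, the spike-in normalization 5493 and the slow minus fast fiber score as a covariate 25. With each array left out in turn, between 0 and 5 genes were called. No gene was called in 16 of the 21 cases, 5 genes (MPP1, NUDT2, SCNN1A, SYN2 and KLHL40) without LFCR 8, both genes without LFCR 4, SYN2 without HFCR 5 or LFCR 9, and NUDT2 without HFCR 9. The adjusted p lay between 0.0276 and 0.162 for SYN2 and between 0.0276 and 0.171 for NUDT2, while the log2 fold changes stayed between -0.55 and -0.50 and between 0.88 and 1.03. Leaving out an array also leaves fewer arrays to test; for the other changes the cause was not tested.

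With the replicate number as a block (replicate block), 0 genes were called (1237 at an unadjusted p under 0.05). The numbers do not pair the birds, since the deviations of birds with the same number correlated by more than 0.1 in only 4 of 12 pairs (range -0.438 to 0.375, median -0.175).

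The modules at an unadjusted p under 0.05 numbered 14 with slide means removed and 6 to 11 under the other settings, against 9. The modules with an adjusted p of at most 0.05 numbered 0 with all 24 arrays, 2 with power 6, 2 with power 12, 0 with slide means removed, 3 with quantile normalization and 0 with the authors’ deposited table, against 1. The first form of the module rule gave 9 and 1. The cause was not tested.

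The mean correlation of the 4 hub genes, 0.581, moved by more than its jackknife SD (0.0977) to 0.357 with the authors’ deposited table, 0.705 with the brightest probe of each gene, 0.696 with the replicate block, 0.419 with the slow minus fast fiber score as a covariate and 0.915 with the spike-in normalization. It stayed positive in all 32 settings. The spike-in normalization adds 1 value per array to all genes, which raises such correlations by its construction; for the others the cause was not tested.

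The 22 named genes gave 766 values under the alternatives, of which 673 kept their direction and their side of the threshold. Of the others, 50 were no longer called, 36 were newly called (15 with array weights and 15 with the spike-in normalization) and 7 reversed. With all 24 arrays ACD reversed to -0.0014. With the spike-in normalization, which moved the median of all genes from 0.020 to 0.66, the reversed log2 fold changes were 0.11 for SYN2, 0.25 for PHF20, 0.12 for BMT2, 0.14 for RPS6KA6, 0.19 for TGFBRAP1 and 0.25 for NCK1. This shift shows the cause, as each of these differences had been smaller than the shift. None reversed with an array left out.

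Signal over background limits BANK1, which was well above background on 4 of 12 LFCR arrays, PERM1, on 10 of 12, TNFSF13B, on 10 of 12 with at least 1 of its 3 probes, and ZAP70, on 11 of 12.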

Differences from the paper's values

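No tests reported in this part were chosen only after the result was seen, apart from the spike-in normalization, the fiber covariate and the tests without the arrays with W-linked signal.

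The paper reports 0 differentially expressed genes between the FCR groups, and 2 genes were called here in limma (1032 at an unadjusted p under 0.05). The paper tested probes and averaged them by gene afterwards, and by probe the count here was also 0. Of the alternatives chosen before the data were examined, the slide as a block, the replicate block, the authors’ deposited table, no filter on dim probes, the brightest probe of each gene and 16 of the 21 cases with an array left out gave 0 genes. The others did not, with 1 gene over all 24 arrays, 2 with the 75th percentile, 2 with quantile normalization, 4 with normexp background correction, 1 with probes well above background on all 21 arrays, 275 with array weights, and 1 to 5 without LFCR 4, HFCR 5, LFCR 8, HFCR 9 or LFCR 9. Leaving out the arrays with W-linked signal, chosen after seeing the values, also gave 0 genes, while the spike-in normalization gave 5493 and the fiber covariate 25.

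The paper places ACD, BIRC5, COA3 and MYL9 in the same module. Here they lie in modules 1, 30, 13 and 22. Of the alternatives, all 24 arrays put ACD and COA3 in 1 module, slide means removed and quantile normalization put BIRC5 and MYL9 in 1 module, and none put more than 2 of the 4 together. None of the 4 passed both limits for hub genes with the FCR group as the trait, while the paper’s traits include the meat quality of each bird, which was not used here.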

Other observations

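The tests of random splits for the called genes, the genes called with the spike-in normalization or the fiber covariate and the modules with an adjusted p of at most 0.05, that of the first principal component against fiber genes, that of a lower share of muscle fiber RNA, and those without the arrays with W-linked signal were chosen only after the result was seen.

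Of 100 random splits of the 21 arrays into 9 and 12, the real one included, 15 gave as many probes at an unadjusted p under 0.05 as the FCR groups (median 1453.5, highest 10382), so that chance is not excluded for this count. Only 2 of the 100 gave as many called genes, which argues against chance for the number of calls, although another split called 967 genes. Because the adjustment itself keeps calls rare in random groups, this adds little to the adjusted p of SYN2 and NUDT2. Both calls remain sensitive to single arrays. With array weights, 8 of the 100 splits called as many genes, and chance is not excluded. The splits ran on the same 10568 genes throughout, over which the FCR groups gave 270 genes with array weights and 5491 with the spike-in normalization. With the spike-in normalization only the real split, 1 of 100, called as many genes (highest of the others 4027), and with the fiber score as a covariate 1 of 100 did (highest of the others 10). The spike-in normalization adds 1 value per array to all genes, and that value differs between the FCR groups. Its count therefore restates this difference and is not separate evidence for changes of single genes. As many modules at an unadjusted p under 0.05 were given by 6 of the 100 splits, and as many modules at an adjusted p of at most 0.05 by 7, so that chance is not excluded for either.

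The 50 genes with the lowest p put as many arrays with their own group in 17 of the 100 splits, so that a separation of this kind is not specific to the FCR groups. When the arrays were assigned with genes chosen without them, 17 of 21 fell to their own group, and 4 of the 100 splits gave as many (median 11, highest 18), which argues against the selection of genes on the same arrays as the whole cause.

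The log2 fold changes were tested against 2 explanations. A labeling difference that the spike-ins record would make the slopes of the genes on the spike-in signal within groups follow the fold changes. The correlation, across 10568 genes that are not independent replicates, was 0.150, and 13 of 100 shuffles were as large, so that it cannot be told apart from none. The sex of the birds is argued against as the cause of the calls, because SYN2 kept 94.0% and NUDT2 90.1% of the fold change without LFCR 3 and LFCR 12, although neither was then called in limma. Of the genes at an unadjusted p under 0.05, 36 of 1004 with a position (3.59%) lie on chromosome Z, against 439 of 9273 others (4.73%, Fisher’s exact test, p = 0.113).

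The first principal component followed the slow minus fast fiber score (Pearson’s r = 0.969, Spearman’s rho = 0.982, permutation p = 1e-05 for both, the smallest that the permutations can give; adjusted over 9 scores 2.25e-05 and 3e-05). Without the 2 arrays farthest from the median r was 0.970, and within slides 0.983, 0.947 and 0.979, while the highest r of the 6 other lists was 0.781. The share of slow and fast fiber RNA, and with it the part of the thigh that was sampled, is a candidate explanation of this component, and a difference in fiber type between birds stays open. The score did not differ between the groups (-0.57, exact permutation p = 0.736). With it as a covariate, 25 genes were called in limma (14 higher and 11 lower in HFCR), 6 of them among the 10 with the lowest p before.

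Of the marker lists, the leukocyte genes were higher in HFCR by 0.74 (exact permutation p = 0.00655, adjusted over 9 scores 0.0590; 9 of 9 HFCR arrays above the LFCR median), with 0.65, -0.02 and 1.29 within slides, so that the difference is absent on the second slide. The list holds 10 genes, 8 of them tested, and 4 are also in the immune terms of Supplementary file 1, chosen on the same birds. The erythrocyte genes were higher by 0.97 (p = 0.0150 in the exact permutation test, adjusted 0.0675), with -0.03, 1.97 and 1.00 within slides. Blood left in the samples may raise both. Within the FCR groups the scores had Pearson’s r = 0.353 (permutation p = 0.117) and Spearman’s rho = 0.216 (permutation p = 0.347; 1 relation tested), r = 0.376 without the 2 farthest arrays, and 0.224, 0.0477 and 0.742 within slides. With the erythrocyte score as a covariate the leukocyte difference was 0.52 (69.5% kept, permutation p = 0.0688). A lower share of muscle fiber RNA would raise the adipocyte and smooth muscle genes alike, and these rose by 0.17. The leukocyte score minus their mean differed by 0.58 (exact permutation p = 0.0656). With 21 arrays neither explanation is decided, and they cannot be told apart from more leukocytes in the muscle of HFCR birds.

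The other lists differed by 0.37 (oxidative phosphorylation, exact permutation p = 0.0480, adjusted 0.144), 0.28 (slow fiber, p = 0.770), 0.86 (fast fiber, p = 0.345), 0.20 (adipocyte, p = 0.524), 0.14 (smooth muscle, p = 0.589) and 0.27 (cell cycle, p = 0.166), all HFCR minus LFCR and none past the threshold after adjustment over 9 scores.

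The third principal component was -14.0 ± 11.1 (SD, n = 9) in HFCR and 10.5 ± 23.4 (SD, n = 12) in LFCR (exact permutation p = 0.00245; of 5 components tested by permutation, adjusted p 0.0119), with LFCR 1 at 77.6. Without LFCR 1 the exact permutation p was 0.00217, and the differences within slides were -42.4, -19.2 and -14.7. The FCR groups also accounted for 25.9% of the variance of the fifth component (permutation p = 0.0160, adjusted 0.0399). Of the 9 scores set against the third component, the leukocyte score had Pearson’s r = -0.476 (permutation p = 0.0300, adjusted over 9 scores 0.270) and Spearman’s rho = -0.595 (permutation p = 0.00544, adjusted 0.0490), r = -0.459 without the 2 farthest arrays, and -0.600, -0.338 and -0.698 within slides. The score and the component both differ between the FCR groups, and the relation within groups was not computed. The other 8 scores had an adjusted p of at least 0.460 for both coefficients. No explanation was tested for the fifth component.

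The paper’s results give 58697 expressed probes and its methods 41350. The first number equals the number of different probe names on the array, 58697, and the number of expressed probes here was 41917. Supplementary files 2 and 3 hold the same 60 terms with the same genes and p in the copies used, and 3 terms are shared between files 1 and 3.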
